# Epigenetic Requirements for Triggering Heterochromatinization and Piwi-Interacting RNA Production from Transgenes in the *Drosophila* Germline

**DOI:** 10.3390/cells9040922

**Published:** 2020-04-10

**Authors:** Pavel A. Komarov, Olesya Sokolova, Natalia Akulenko, Emilie Brasset, Silke Jensen, Alla Kalmykova

**Keywords:** retrotransposon, transgene, piRNA cluster, HP1, Rhino, H3K9me3, maternal inheritance, convergent transcription, *Drosophila*

## Abstract

Transgenes containing a fragment of the *I* retrotransposon represent a powerful model of piRNA cluster *de novo* formation in the *Drosophila* germline. We revealed that the same transgenes located at different genomic loci form piRNA clusters with various capacity of small RNA production. Transgenic piRNA clusters are not established in piRNA pathway mutants. However, in the wild-type context, the endogenous ancestral *I*-related piRNAs heterochromatinize and convert the *I*-containing transgenes into piRNA-producing loci. Here, we address how the quantitative level of piRNAs influences the heterochromatinization and piRNA production. We show that a minimal amount of maternal piRNAs from ancestral *I-*elements is sufficient to form the transgenic piRNA clusters. Supplemental piRNAs stemming from active *I*-element copies do not stimulate additional chromatin changes or piRNA production from transgenes. Therefore, chromatin changes and piRNA production are initiated by a minimum threshold level of complementary piRNAs, suggesting a selective advantage of prompt cell response to the lowest level of piRNAs. It is noteworthy that the weak piRNA clusters do not transform into strong ones after being targeted by abundant *I*-specific piRNAs, indicating the importance of the genomic context for piRNA cluster establishment. Analysis of ovarian transcription profiles suggests that regions facilitating convergent transcription favor the formation of transgenic piRNA clusters.

## 1. Introduction

Piwi interacting RNAs (piRNAs) play a key role in silencing of Transposable Elements (TEs) to prevent their excessive transposition in the germline. piRNAs have endogenous origin and are generated from long transcripts derived from distinct genomic regions termed piRNA clusters [1,2]. Specific chromatin components of piRNA clusters along with RNA processing/export factors ensure the particular fate for piRNA precursors. In *Drosophila*, Rhino (Rhi) protein, a germline-specific ortholog of Heterochromatin Protein 1 (HP1), is considered as a key factor of piRNA cluster chromatin. Binding of Rhi mediates non-canonical transcription and processing of the piRNA precursors emerging from piRNA clusters [3,4,5]. In germ cells, in contrast to protein-coding mRNAs, piRNA precursors are delivered to the piRNA processing machinery localized in the specialized cytoplasmic structure, “nuage”, and on the outer mitochondrial membrane [6,7,8,9]. piRNA-mediated silencing is a potent mechanism of expression control realized through transcriptional [10,11] and co-transcriptional [12] repression of target loci. Despite the high regulatory potential of piRNAs, their practical application in the suppressing of the target gene expression is complicated by the fact that little is known about the prerequisites for the formation of a robust piRNA cluster.

Endogenous piRNA clusters have species-specific structural organization; however, all of them are the sources of small RNAs interacting with PIWI subfamily Argonaute proteins [13,14]. In *Drosophila*, there are several types of germline piRNA clusters. Heterochromatic regions enriched by TE fragments represent pericentromeric piRNA clusters [1]. Non-canonical widespread transcription initiation is a peculiar feature of pericentromeric piRNA clusters [3]. *Drosophila* telomeric regions, as well as euchromatic copies of TEs also produce piRNA precursors [15,16]; however, their transcription is driven by canonical promotors of active TEs and telomeric repeats. This type of piRNA cluster is similar to mammalian pachytene piRNA clusters and individual retrotransposon copies generating primary piRNAs [2,17]. Therefore, the essential question is what is the role of epigenetic factors to form an active piRNA cluster. The study of endogenous piRNA clusters is seriously complicated by their enrichment by repeats and the high level of intra-species polymorphism. The discovery of transgene-associated dual-strand piRNA clusters [18,19] in *Drosophila* significantly promoted piRNA cluster research in the *Drosophila* germline.

Significant insight into the piRNA cluster formation came from the discovery of paramutation phenomenon related to the formation of transgenic piRNA clusters. A transgenic locus, initially non-piRNA-producing, targeted by complementary piRNAs derived from a homologous transgene undergoes paramutagenic transformation accompanied by chromatin reorganization, resulting in stable production of small RNAs [18]. In this case, piRNAs govern the conversion of a homologous genomic locus into a piRNA-producing region followed by transmission of this state over generations. Maternal inheritance of piRNAs maintains the piRNA-producing capacity of the paramutagenized locus.

Previously, we developed a powerful model of germline piRNA clusters [19] based on the *I-TG* transgenes containing a fragment of the *I*-element, a *Drosophila* LINE (Long Interspersed Nuclear Element) transposon (Figure 1A) [20,21]. From the perspective of the presence of I-elements, two types of Drosophila melanogaster strains exist: Inducer (I) strains, which possess functional *I*-elements, and Reactive (R) strains devoid of such elements. Both I and R strains contain non-functional *I*-elements within heterochromatic regions from an ancestral *I*-element invasion. Originally, the R strain *w^K^* devoid of active *I*-element copies was used for transgenesis. We revealed that the same transgenes, located at different euchromatic genomic loci, form piRNA clusters with various abilities of small RNA production, termed as “weak” and “strong” transgenic piRNA clusters (Figure 1B) [19,22]. Most importantly, “strong” piRNA clusters are highly enriched in Rhi and produce piRNAs from all transgenic parts, in contrast to “weak” ones, whose piRNAs mostly map to the *I*-element fragment.

Presumably, piRNAs originating from the ancestral *I*-elements and complementary to the transgenic *I*-element fragment drive this transformation. However, only “strong” transgenic piRNA clusters generate small RNAs from all parts of the transgene and bind Rhi. Other *I-TG* transgenes referred to as “weak” are enriched with HP1 and H3K9me3, but not Rhi, and do not produce a substantial amount of piRNAs, apart from the *I*-element fragment. In this case, endogenous *I*-specific piRNAs are sufficient to start the ping-pong amplification cycle [1,23] by cleaving transgene transcripts. Resulting *I*-specific piRNAs are responsible for the suppression of *I*-element activity [19,20]. Since the *I-TG* transgenes demonstrating different scenarios were inserted into various euchromatic regions, the importance of the genomic context for the transgenic piRNA cluster establishment was proposed [22].

The *I-TG* transgenic model provided a unique opportunity for investigating the transcriptional changes accompanying *de novo* piRNA cluster formation. *I-TG*s are related to dual-strand clusters, which are transcribed and produce piRNAs from both DNA strands. We have shown that the establishment of a transgenic dual-strand piRNA cluster leads to the activation of transcription from both genomic strands initiated at multiple random sites [22]. Notably, launching of even a low level of antisense transcription provides the generation of piRNA precursors and the formation of “strong” dual-strand piRNA clusters.

In this study, we aim to determine the quantitative threshold of maternal piRNAs required for the epigenetic changes of the complementary locus in the progeny. Do the chromatin structure and small RNA production from the transgenes depend on the amount of endogenous *I*-specific piRNAs targeting the transgenes? We found that the increase in the level of piRNAs targeting *I-TG* transgenes does not stimulate additional changes of the chromatin state or piRNA production by the transgenes. The study of paternal transgene inheritance by crossing transgenic males with *w^K^* females whose oocyte cytoplasm is the poorest in *I*-specific piRNAs [24] suggests that heterochromatinization and piRNA production at the target locus are activated by a minimum threshold level of complementary piRNAs.

## 2. Materials and Methods

### 2.1. Drosophila Melanogaster Transgenic Strains

Transgenic strains here referred to as 1.9R, 2.1R, 2.4R, and 3.6R bearing the *I*-element fragment have previously been described [19,20,22]. In brief, a fragment of the *I-*element corresponding to the 167-2484 nucleotides of the M14954 GenBank sequence was cloned into the pW8-hsp-pA vector containing two *hsp70* promoters, which drive the expression of the (1) *I-*element fragment and (2) *mini-white* gene. The *I*-element fragment was cloned in sense (1.9, 2.1, 2.4) or antisense (3.6) orientations relative to the *hsp70* promoter. The transgene referred to as *I-TG* was inserted randomly into the genome of the *w^K^* R strain via a *P*-element-mediated transformation (Figure 1A). Genomic locations of the transgenes in the independent transgenic strains are provided in Table S1. *I-TG* transgenes referred to as “weak” or “strong” are designated by a superscript ^w^ or ^s^, respectively.

To create transgenic strains with the I-background, we crossed *w^K^*-derived males carrying the transgenes with *w^1118^; CyRoi/+;TM3, Sb Ser/+* females, which contain functional *I*-elements. Then, the F1 progeny females and F1 males carrying the balancer chromosomes and the *I-TG*s were crossed. Among the F2 progeny, we selected the transgenic flies not carrying the balancer chromosomes and subsequently established “I” transgenic lines (1.9 ^w^I, 2.1 ^s^I, 2.4 ^s^I, 3.6 ^w^I), which now should have the transgene together with functional *I*-elements. To check the effective presence of functional *I*-elements, a test of the inducer phenotype for these transgenic “I” strains was performed by crossing transgenic “I” males with *w^K^* females and measuring the percentage of dead embryos laid by the progeny according to a previously described procedure [21]. In this test, a high percentage of non-hatched embryos from this progeny indicated the presence of functional *I*-elements in the crossed fathers.

1.9^w^mat, 2.1^s^mat, and 2.4^s^mat correspond to the progeny obtained by crossing 1.9^w^R, 2,1^s^R, 2.4^s^R females with *w^K^* males (“maternal” transgene transmission) and 1.9^w^pat, 2.1^s^pat, and 2.4^s^pat correspond to the progeny obtained by crossing *w^K^* females with 1.9^w^R, 2.1^s^R, 2.4^s^R males (“paternal” transgene transmission).

For the study in mutant background for *spindle-E,* we used *spnE^1^* and *spnE^hls3987^* mutant alleles.

### 2.2. Small RNA Library Preparation and Analysis

Small RNAs, 19-29 nt in size, from total ovarian RNA extracts were cloned as previously described in [19] and sequenced using the Illumina HiSeq 2500 and NovaSeq 6000 systems. 

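The small RNA files give, for 18 strains, crosses and genotypes, the distinct sequences of 19–29 nt and the number of reads of each, with adapters removed by the authors and no normalization. Each of them has 1 library, so no check against replicates was possible for a single strain or genotype. Depth ranged from 4456039 reads in 2.1 sR to 54807340 reads in 2.4 smat. Intervals given for the level in a library are exact Poisson 95% intervals. They cover counting error only, since the reads carry no molecular identifiers and copies made by PCR cannot be told from molecules.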

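No genome sequence was used here, and the regions were rebuilt from overlapping reads of the libraries. The rebuilt *I*-fragment was 2351 nt long and held, at position 1420 counted from its 5′ end, a linker of 20 nt with the sequence AGTACTAACTAGTTAGATCT. Reads matching the fragment with or without this linker were counted, on either strand and with 0 mismatches. For the part of the *I*-element outside the transgene, 938 nt directly 3′ of the fragment were rebuilt. *Mini-white* was rebuilt over 2548 nt from its exon 2 on, with 4 introns and 663 codons before the stop codon of *white*. The *hsp70* region ran from 250 nt upstream to 200 nt downstream of the transcription start.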

After clipping the Illumina 3′-adapter sequence with Cutadapt [25], small RNA reads that passed quality control and the minimal length filter (>18nt) were mapped (allowing 0 mismatches) to the *Drosophila melanogaster* genome (April 2006, BDGP assembly R5/dm3) or transgenes by bowtie2 [26]. Small RNA counts were normalized to the library depth. 

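Levels are given here in RPM over all 19–29 nt reads of the library. Reads of 24–29 nt made up from 38.3% of the library in *spnE* homozygotes to 67.6% in 1.9 wpat. An abundant 19-nt sequence, whose identity was not analysed here, took between 1.86% (1.9 wI) and 11.8% (2.1 sI) of the reads in the 8 libraries of R and I transgenic strains. In the other libraries its share was at most 1.87%, in 2.4 spat.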

The ping-pong signature was analyzed as described in [27]. Size distributions and read coverage of small RNAs were calculated using SAMtools [28] and BEDtools [29] and visualized using custom R scripts [30] and the ggplot2 package [31]. Determination of the counts of TE-specific reads was performed by sRNAPipe [32] using a canonical set of *Drosophila melanogaster* TEs from RepBase [33].

Ovarian small RNA-seq data for *w^K^*, *w^1118^; CyRoi/+;TM3, Sb Ser/+,* 2.4;*spnE/*+, 2.4;*spnE/spnE*, 1.9I, 1.9R, 2.1I, 2.1R, 2.4I, 2.4R, 3.6I, 3.6R, 1.9mat, 1.9pat, 2.1mat, 2.1pat, 2.4mat, and 2.4pat *Drosophila* lines are available at Gene Expression Omnibus (GEO), Accession Number GSE138886.

### 2.3. GRO-seq Library Preparation and Analysis

Run-on transcription and preparation of ovarian Global Run-On sequencing (GRO-seq) libraries was performed as previously described [10,34]. Three-hundred pairs of ovaries were dissected from F1 females after paternal/maternal inheritance of the 1.9 *I-TG* transgene. GRO-seq reads were mapped to the R5/dm3 genomic assembly or transgene sequence by bowtie2 and de-duplexed. rRNA reads were excluded from the GRO-seq data before analysis. GRO-seq data for 1.9mat and 1.9pat were deposited in Gene Expression Omnibus (GEO), Accession Number GSE138886.

### 2.4. Chromatin Immunoprecipitation

ChIP was performed according to a published procedure [22] with modification. After deproteinization, DNA was cleaned using a CleanMag DNA (Evrogen, Russia). Chromatin was immunoprecipitated with the following antibodies: anti-HP1a (C1A9 Developmental Studies Hybridoma Bank), anti-histone H3 (tri methyl K9) (Millipore 07-523), and Rhi antiserum [35]. The primers used in this study are listed in Table S5. Quantitative PCR (qPCR) was conducted with a Light cycler 96 (Roche). The obtained values were normalized to the input and compared with the values for the *rp49* gene as a control genomic region. The standard error of the mean (SEM) of triplicate PCR measurements for three biological replicates was calculated.

## 3. Results

### 3.1. piRNAs Are Required for the piRNA Production and Maintenance of the Heterochromatic State at Transgenic piRNA Clusters

Chromatin of all germline piRNA clusters was enriched in H3K9me3 histone markers and Rhi and HP1 proteins, although the mechanisms of chromatin state maintenance were not always the same for different clusters. piRNAs are required for the establishment, but not for maintenance, of compact chromatin at pericentromeric piRNA clusters [36]. In contrast, piRNAs are required for the maintenance of the heterochromatin markers at telomeric piRNA clusters [15]. In order to investigate the role of the piRNA pathway in the formation of transgenic piRNA clusters, we analyzed small RNA production and the chromatin state of *I*-transgenes in the background of a *spindle-E* mutant *(spnE)*. The *spnE* gene encodes the RNA helicase SpnE, one of the key piRNA processing factors [37]. 

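Ovaries heterozygous and homozygous for the *spnE* mutations, each with the 2.4 s transgene, gave 10467294 and 12635518 reads of 19–29 nt, from 1 library each. Among 24–29 nt reads of the whole library, the share starting with U was 72.2% in heterozygotes and 46.1% in homozygotes. Sequence that continues from the P-element end into the genomic DNA beside the 2.4 s insertion was read 24 times in heterozygotes, as the bases CTATGTGG.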

We generated a strain bearing the “strong” *I-TG* transgene from the 2.4^s^ strain and *spnE* mutations. Small RNA sequencing revealed that *spnE* mutations resulted in a substantial reduction of transgene-derived small RNAs (Figure 2A), which confirmed that the *I-TG* in the 2.4^s^ strain was indeed a genuine piRNA cluster. 

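*Mini-white* small RNAs amounted to 3500 RPM (95% interval 3464–3536) in heterozygotes and 55.2 RPM (51.2–59.5) in *spnE* homozygotes, 63.4-fold lower (58.8–68.4). Counting each distinct sequence once moved the homozygous to heterozygous ratio most, from 0.0158 to 0.0813. For the *I*-fragment the levels were 3022 RPM (2989–3056) and 136 RPM (130–143), a 22.2-fold difference (21.1–23.3). Part of these reads may come from other *I*-elements, since the *I*-element outside the fragment also fell, from 532 to 42.5 RPM. Reads across the linker, which were absent from *w K*, fell from 27.5 RPM (288 reads) to 0.317 RPM (4 reads). Reads of the join without the linker fell from 8.60 to 0.475 RPM. The 716 nt of rebuilt genomic sequence beside the insertion, which carry almost no reads in libraries without 2.4 s, fell from 93.9 RPM (88.1–99.97) to 0.871 RPM (0.435–1.56). The *hsp70* region, which the reads of endogenous genes share, was 41.5-fold lower (35.4–49.0). Ping-pong pairs, counted as the share with a 10-nt 5′ overlap among overlaps of 1–20 nt between 24–29 nt reads, made up 33.6% for *mini-white* in heterozygotes and 13.5% in homozygotes, the latter from 74 pairs. From the loss of transgene-derived small RNAs in the mutants, the paper concludes that the *I-TG* in 2.4 s is a piRNA cluster.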

To examine how *spnE* mutations affect the enrichment of H3K9me3 and the deposition of HP1 and Rhi at the *I-TG*, we performed ChIP-qPCR. Primers specific to the region upstream of the transgene insertion site or to the transgenic *mini-white*, but not to the P-element arms because of the presence of the P-element-based construct in the *spnE* mutant locus (*spnE^hls3987^* allele), were used. We observed a dramatic decrease in the enrichment of HP1, H3K9me3, and Rhi in the transgenic regions in the ovaries of the *spnE* mutants. Loss of HP1 and Rhi was also demonstrated for the *HeT-A* telomeric retrotransposons, as expected [15]. However, no significant changes were observed for the pericentromeric cluster *42AB* (Figure 2B). According to the previously published data, piRNAs are required at early embryogenesis for the loading of Rhi and H3K9me3 at the pericentromeric dual-strand piRNA clusters, but in the ovaries of adult flies, the chromatin of such piRNA clusters is maintained by an unknown Piwi-independent mechanism [36]. These results argue that *I-TGs* are different from pericentromeric dual-strand piRNA clusters and belong to a separate group of piRNA clusters, which require endogenous piRNAs for the maintenance of their chromatin during oogenesis.

### 3.2. Small RNA Production and Chromatin Structure of the I-TG Transgenes Are Not Changed upon the Increase of I-Specific piRNAs Targeting the Transgenes

The current model for the establishment of transgenic piRNA clusters implies the interaction of endogenous piRNAs with the complementary transcripts of the target locus (reviewed in [38]). The key question is the amount of piRNAs required to trigger transcriptional silencing and/or piRNA production. The *Drosophila I-TG* transgenic model provides an opportunity to address this question. *I-TG* transgenes were originally established in the R background of the *w^K^* strain lacking functional *I*-elements, but containing fragments of ancestral *I*-related copies [20,21]. 

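Reads from *w K* ovaries, without a transgene, numbered 31108763. Of these, 407 reads of 352 distinct sequences matched the *I*-fragment without mismatch, which is 13.1 RPM (11.8–14.4). Sense reads made up 45.0% of them. When up to 3 mismatches were allowed, the alternative that changed this level most, it was 104 RPM. The 938 nt 3′ of the fragment had 4.82 RPM (4.08–5.66).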

In ovaries of the *w^K^* strain, the level of *I*-specific piRNAs that could target the *I-TGs* without mismatch was extremely low and estimated as 28 RPM (Reads Per Million) (Table S3). In addition, the *I-TG* construct contains two fragments of *hsp70* promoters. 

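The *hsp70* region had between 152 RPM (142–162) in 3.6 wI and 555 RPM (540–571) in 2.4 sR among the transgenic R and I strains. In the balancer I strain, which holds functional *I*-elements and no transgene, the level was 36.3 RPM (34.0–38.8). Besides the form of the endogenous genes, a form that diverges from it was rebuilt from libraries with 2.4 s and counted over 280 nt. This diverged form had 332 RPM (320–344) in 2.4 sR and 32.2 RPM (30.2–34.2) in *w K*. Counts of *w K* and the balancer I strain were subtracted when it was rebuilt, so a lower level in *w K* is partly built in.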

Endogenous *hsp70* gene loci represent piRNA clusters producing abundant piRNAs [19]. Moreover, a recent study provided evidence for *hsp70* piRNA-guided transcriptional silencing of the UASt promoter in the *Drosophila* germline [39].

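In *w K* ovaries the *hsp70* region had 6686 reads of 1512 distinct sequences, a level of 215 RPM (209.8–220.1). Antisense reads accounted for 130.2 RPM of this. Of the 24–29 nt reads, 64.3% (62.9–65.7, Wilson 95% interval) began with U. Restricting the region to the part upstream of the transcription start gave 99.97 RPM.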

The level of *hsp70*-specific piRNAs that could target the *I-TGs* in the ovaries of the *w^K^* strain was estimated to be about 400 RPM (Table S3). We hypothesized that either *I*-specific, or *hsp70* piRNAs, or both could transform *I-TGs* into piRNA-producing loci. However, previously reported evidence is against the role of *hsp70* piRNAs in the stimulation of piRNA production by the cognate *I-TG* transgenes [19,20]. Indeed, none of the ten promoterless transgenes bearing the *I*-sequence without promoter, the *hsp70* polyadenylation sequence instead, and a *mini-white* gene under the control of a *hsp70* promoter demonstrated *I*-silencing activity [20]. In this case, piRNA production from the *hsp70* fragments did not spread into the *I*-fragment. These data suggested an essential if not a key role for the *I*-element-derived piRNAs in the transformation of *I-TG* transgenes into piRNA clusters.

We therefore asked if “weak” transgenes could be converted into “strong” dual-strand piRNA clusters if initially targeted by a substantially larger amount of *I*-specific piRNAs. To this end, we performed the paternal transmission of *I-TG* transgenes to the so-called “I-background” by crossing transgene-containing males with females containing functional *I*-elements (Figure 3A). 

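Reads across the 3′ end of the *I*-fragment into the rest of the *I*-element, which the transgene does not hold, numbered 37 in the balancer I strain and 0 in *w K*. In the I strains made by the crosses they numbered 1 in 1.9 wI, 2 in 2.1 sI, 3 in 2.4 sI and 1 in 3.6 wI, and 0 in each of the 4 R strains. At these depths, 0 reads allow up to 0.309 to 0.673 RPM (3 counts of the library).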

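The library of the balancer I strain held 24831460 reads, of which 22632 matched the *I*-fragment, or 911 RPM (900–923). Sense reads were 49.5% of them, and the share of ping-pong pairs was 41.8% (27.8–54.3, from 1000 resamples of the sequences). Over the level in *w K*, this was 69.7-fold (63.2–77.0, exact interval of the ratio of counts). With up to 3 mismatches the ratio was 13.3. The 938 nt outside the fragment had 413 RPM (405–421).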

In ovaries of the *I* strain that we used (*w^1118^; CyRoi/+;TM3, Sb Ser/+)*, abundant sense and antisense piRNAs were mapped along the whole *I*-element sequence (Figure 3A); the level of *I*-specific piRNAs that could target the *I-TGs* was ~70 fold higher than in *w^K^* and estimated to be about 2000 RPM (Table S3). Presumably, this pool of maternal piRNAs could convert paternal *I-TG* transgenes into strong piRNA clusters and potentiate piRNA production. To test this idea, we chose “weak” (1.9^w^R and 3.6^w^R) and “strong” (2.1^s^R and 2.4^s^R) transgenes and transferred them from the R-background to the I-background to generate 1.9^w^I, 3.6^w^I, 2.1^s^I, and 2.4^s^I strains (see the Materials and Methods). 

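The 8 libraries of R and I strains held at most 9701744 reads, in 3.6 wR. The transgene identity of the libraries was checked on reads that join the *I*-fragment to the construct. The join in the sense orientation was read in 1.9 wR and in the R and I strains with 2.1 s and 2.4 s, with 0 reads in 1.9 wI and in 3.6 w, whereas the join in the antisense orientation was read 12 times in 3.6 wR and 6 times in 3.6 wI and in no other library.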

Ovarian small RNA sequencing of the progeny confirmed the higher level of *I*-specific piRNAs in the I-background, while other TEs were unaffected (Figure 3B, Figure S1). 

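Counts of distinct 24–29 nt sequences were compared between the I and R strains with limma on log2(RPM + 1), with the transgene as a block, in place of counts per TE family. Of 30307 sequences with at least 10 reads in each of 4 libraries, 900 were higher and 1448 lower in the I background at a Benjamini–Hochberg adjusted p under 0.05. Among them, 2309 changed in that direction in 4 of 4 transgenes. The median log2 change over the 30234 sequences outside the rebuilt regions was −0.06, and their mean levels in both backgrounds correlated across sequences with r = 0.814, where sequences are not independent replicates. Of the 28 tested sequences of the *I*-fragment, 4 were higher and 0 lower, with 12 at an unadjusted p under 0.05. Both tested sequences of the *I*-element outside the fragment were higher. The called sequences were not assigned to TEs here.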

The calculation of small RNAs derived from the non-transgenic fragment of the *I*-element demonstrated a ~20-fold increased amount of these reads at the I-background relative to the R-background (Table S3). This fact confirmed that active *I*-element copies involved in the piRNA production were indeed present in the “I” transgenic strains. 

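Outside the fragment, the *I*-element had 9.87, 13.9, 8.85 and 7.22 RPM in 1.9 wR, 2.1 sR, 2.4 sR and 3.6 wR, from 52 to 79 reads each. In the corresponding I strains it had 60.1, 106, 96.5 and 63.3 RPM, from 338 to 761 reads. The ratios were 6.09 (4.54–8.32), 7.65 (5.89–10.1), 10.9 (8.65–13.9) and 8.78 (6.79–11.5), with a geometric mean of 8.17. This corresponds to a log2 ratio of 3.03 ± 0.35 (SD, n = 4 transgenes; exact sign-flip permutation test, two-sided, p = 0.13, the smallest p that this test can give with 4 transgenes). Among the alternatives, antisense reads alone moved the mean ratio most, to 12.9.

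**Figure D1:**
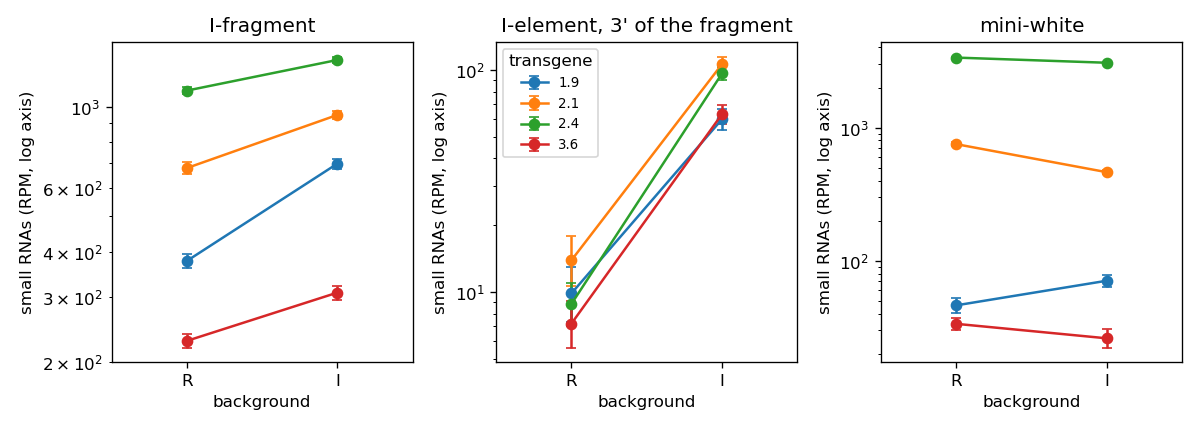
Levels of small RNAs in R and I strains on log axes, in RPM, for the *I*-fragment, the *I*-element 3′ of the fragment and *mini-white*. Points are single libraries joined by transgene and bars are exact Poisson 95% intervals; in the middle panel, the 4 R libraries lie between 7.22 and 13.9 RPM and the 4 I libraries between 60.1 and 106 RPM.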

The presence of active *I*-element copies in the “I” transgenic strains was also confirmed by tests of the inducer phenotype (see the Materials and Methods), demonstrating on average ~80% levels of embryonic lethality in dysgenic crosses between transgenic “I” males and *w^K^* females (Table S2).

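On the *I*-fragment without mismatch, the R strains had 378 RPM (361–394) in 1.9 wR, 228 RPM (219–238) in 3.6 wR, 679 RPM (655–703) in 2.1 sR and 1107 RPM (1085–1129) in 2.4 sR. The I strains had 698 RPM (676–720), 309 RPM (296–323), 949 RPM (926–973) and 1343 RPM (1318–1369), in the same order. The number of matching reads lay between 1933 in 3.6 wI and 10585 in 2.4 sI.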

To investigate the differences in transgenic piRNA production between the R and I genetic backgrounds, we mapped small RNA reads to the *I-TG* transgene allowing no mismatches (Figure 3C, Table S3). 

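The ratio of the *I*-fragment level in the I background to that in the R background was 1.85 (1.75–1.95) for 1.9 w, 1.36 (1.28–1.44) for 3.6 w, 1.40 (1.34–1.46) for 2.1 s and 1.21 (1.18–1.25) for 2.4 s. The level was higher in 4 of 4 transgenes, with a log2 ratio of 0.52 ± 0.26 (SD, n = 4). The exact sign-flip permutation test gave p = 0.13, two-sided, the smallest p that this test can give with 4 transgenes. Each ratio exceeds its counting error, but the spread between libraries of the same strain is not known. Distinct sequences, each counted once, gave a mean ratio of 1.26, the farthest from the main value of 1.44.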

Surprisingly, we did not detect any significant differences in transgenic piRNA production between the R and I genetic backgrounds, neither for “strong”, nor for “weak” transgenes. 

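Without a transgene, the rebuilt *mini-white* region had 3 reads in *w K*, or 0.0964 RPM (0.0199–0.282), and 172 reads in the balancer I strain, or 6.93 RPM (5.93–8.04). Among the R strains, it had 751 RPM (726–777) in 2.1 sR and 3359 RPM (3321–3397) in 2.4 sR, of which 82.6% and 74.6% were sense. Ping-pong pairs made up 23.9% (8.56–41.8) and 38.6% (24.3–51.8). In the I background their share was lower for both transgenes, 15.4% (7.16–25.9) in 2.1 sI and 25.0% (16.4–33.7) in 2.4 sI. The intervals, from resampled sequences, overlap between backgrounds.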

A hallmark of transgenic piRNA clusters is the production of piRNAs by the *mini-white* transgenic region [22] caused by the spreading of small RNA production beyond the *I-*fragment. 

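The “weak” transgenes had 46.1 RPM (40.5–52.3) from *mini-white* in 1.9 wR, 70.6 RPM (63.8–77.9) in 1.9 wI, 33.5 RPM (30.0–37.3) in 3.6 wR and 26.1 RPM (22.2–30.4) in 3.6 wI, from 163 to 397 reads. For the “strong” transgenes in the I background, the levels were 462 RPM (446–479) in 2.1 sI and 3071 RPM (3033–3110) in 2.4 sI. The I to R ratios were 1.53 (1.30–1.80) for 1.9 w, 0.778 (0.641–0.942) for 3.6 w, 0.615 (0.586–0.646) for 2.1 s and 0.914 (0.899–0.930) for 2.4 s. Over the 4 transgenes the log2 ratio was −0.14 ± 0.56 (SD), so the mean is smaller than the spread between transgenes (exact sign-flip permutation test, two-sided, p = 0.625). Leaving out 2.1 s turned the mean ratio from 0.905 to 1.03. Over distinct sequences, the ratio of 2.4 s was 1.11.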

*I-TG* “weak” transgenes produce similarly low amounts of piRNAs from the *mini-white* gene in both the R and I backgrounds. Interestingly, comparison of piRNA mapping to the transgenic *I*-element fragment between the R and I background (allowing 0 and 1–3 mismatches) also did not reveal any substantial differences (Table S3, Table S4). 

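Reads with up to 1 mismatch to the *I*-fragment gave a mean I to R ratio of 1.38 over the 4 transgenes. Up to 3 mismatches gave 1.31.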

Previously, we reported that piRNAs corresponding to the transgenic *I*-element fragment originated predominantly from the ping-pong piRNA amplification resulting from the interaction between transcripts of transgenes and ancestral *I*-element fragments residing in the *w^K^* genome [19,22]. It could be expected that in the I background, the interaction between the transgenic transcripts and abundant transcripts of the functional *I*-elements would enhance amplification of *I*-specific piRNAs. However, the level of piRNAs mapping to the transgenic *I*-element fragment is not affected by the I background, indicating that this level could have already been saturated in the transgenic R strains. In this case, the piRNA production cannot be optimized by a higher level of endogenous *I*-element transcripts. This suggests that piRNA production is limited either by the capacity of the piRNA processing machinery or by the abundance of the transgenic transcripts.

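Ping-pong pairs of the *I*-fragment made up 41.9% (21.2–61.7) in 1.9 wR and 44.5% (23.9–59.9) in 1.9 wI, 39.2% (19.7–56.4) in 2.1 sR and 56.1% (34.2–70.7) in 2.1 sI. They made up 55.4% (30.3–73.9) in 2.4 sR and 57.7% (33.8–72.5) in 2.4 sI, and 49.9% (20.3–71.2) in 3.6 wR and 39.2% (21.3–56.9) in 3.6 wI. The intervals, from resampled sequences, are wide and overlap between backgrounds for each transgene. The cause of their width was not tested.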

Next, we studied the chromatin structure of the *I-TG* transgenes in the R and I background. Interestingly, we did not observe any significant differences, neither in H3K9me3 enrichment, nor in Rhi and HP1 recruitment on “weak” and on “strong” transgenes. These results confirmed that the chromatin state of the transgenes was not altered by a ~70-fold higher amount of *I*-specific piRNAs (Figure 3D). Most importantly, the enrichment of Rhi, a key factor that promotes piRNA cluster transcription, did not change between the R and I background. This result was in accordance with the fact that piRNA production from the transgenes also was unaffected.

Overall, these data demonstrated that the ~70-fold enhanced level of piRNAs targeting the transgenic locus did not guarantee a potentiation of the locus into a “strong” piRNA cluster. In addition, these results suggested that piRNAs from the ancestral damaged *I*-elements, which are present in both the R and I background, were likely sufficient to trigger the highest production of piRNAs that was possible from each single transgenic locus. To test this suggestion, we performed the study of paternal and maternal transgene inheritance in the R background.

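In the I background, the *I*-fragment level of either “weak” transgene stayed below that of either “strong” one, as in the R background. Reads of functional *I*-elements can add to this level, and 1.9 wI (698 RPM) was no lower than 2.1 sR (679 RPM). For *mini-white*, which the paper takes as the hallmark, 1.9 wI and 3.6 wI had 70.6 and 26.1 RPM. The levels in 2.1 sI and 2.4 sI were 462 and 3071 RPM. From the unaltered chromatin and transgene-derived small RNAs, the paper concludes that many more piRNAs targeting the locus do not by themselves turn a transgene into a “strong” cluster.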

### 3.3. Transgenic piRNA Cluster Establishment Is Independent of High Levels of Maternally-Transmitted Targeting piRNAs

It is well established that maternally-inherited piRNAs mediate epigenetic changes that can be transmitted through hundreds of generations [18,40]. The R strain *w^K^*, which was used for the *I-TG* transgenesis, is a strong reactive strain, meaning that a very high level of *I*-element transposition was observed when introducing functional *I*-elements by a cross between *w^K^* females and inducer males. In *w^K^* ovaries, only a minimal amount of ancestral *I*-derived piRNAs is produced [19,24,40] (Tables S3 and S4). 

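Of the *I*-fragment reads in *w K*, 257 were of 24–29 nt, and 64.6% (58.6–70.2, Wilson 95% interval) of these started with U. Sense–antisense pairs among them numbered 178, of which 10.1% (2.76–21.0) overlapped by 10 nt. Reads of 21 nt made up 14.7% of the *I*-fragment reads.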

One could argue that initially, the chromatin structure and piRNA production from the *I*-transgenes in all strains were the same, although later, in the course of the strain-specific history, the transgenes in the 2.1^s^ and 2.4^s^ strains became stronger, which resulted in higher Rhi occupancy and more efficient piRNA production. This could have happened, for example, as a result of the increase in temperature or ageing − epigenetic factors, which are known to affect the transcription of piRNA clusters and the accumulation of piRNAs [41,42,43]. The *I-*transgenes in the 1.9^w^ and 3.6^w^ strains did not demonstrate efficient piRNA production, possibly due to the strain-specific epigenetic history. We therefore decided to simulate the initial conditions for the formation of *I-TG* transgenic piRNA clusters by the paternal inheritance of transgenes. To this end, we crossed 1.9^w^, 2.1^s^, and 2.4^s^ transgenic strains with *w^K^* in order to transmit the transgene either maternally or paternally (Figure 4A). 

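The libraries of the reciprocal crosses held 16564173 reads for 1.9 wmat, 19015922 for 1.9 wpat, 33190820 for 2.1 smat, 32122700 for 2.1 spat and 18575463 for 2.4 spat, with 2.4 smat the deepest of the 18 libraries. Each cross has 1 library, and the 3 transgenes served as replicates of the comparison.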

In the case of the paternal inheritance of the transgenes, they would be targeted by negligible amounts of *I*-specific piRNAs inherited with the oocyte cytoplasm of the *w^K^* mothers. 

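Relative to *w K*, the mothers in the maternal crosses (1.9 wR, 2.1 sR and 2.4 sR) had 28.9, 51.9 and 84.6 times its *I*-fragment level. The mean was 55.1 ± 28.0 (SD, n = 3 strains). Allowing up to 3 mismatches lowered it most, to 9.54.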

In the case of maternal transgene inheritance, a 30-fold higher amount of *I*-specific piRNAs of transgenic origin were deposited from the mother to progeny (Table S3). 

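Ovarian *I*-fragment small RNAs of the F1 progeny were counted as in the parental strains. The level after maternal transmission was 318 RPM (309.9–327) in 1.9 wmat, 392 RPM (386–399) in 2.1 smat and 498 RPM (492–504) in 2.4 smat. After paternal transmission it was 80.1 RPM (76.1–84.2), 98.1 RPM (94.7–102) and 115 RPM (110.4–120.2).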

We sequenced small RNAs and analyzed the chromatin structure of the transgenes in the ovaries of the F1 progeny.

First, small RNA-seq revealed substantial differences between transgenic small RNA profiles for the paternally- (1.9^w^pat, 2.1^s^pat, and 2.4^s^pat) and maternally- (1.9^w^mat, 2.1^s^mat, and 2.4^s^mat) inherited transgenes (Figure 4B). Indeed, there were much smaller RNAs mapping the transgenes after paternal introduction of the transgene than after maternal introduction (Figure 4B). 

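Distinct 24–29 nt sequences were also compared between the crosses. Of 178141 sequences with at least 10 reads in each of 3 libraries, limma with the transgene as a block called 3234 higher and 3906 lower after maternal transmission, at an adjusted p under 0.05. Without the block, 242 sequences were called. Among 38 sequences of the *I*-fragment, 27 were called higher and 0 lower. None of the 10 *mini-white* sequences was called by limma, and 6 of them had an unadjusted p under 0.05. Most calls, 3207 higher and 3906 lower, lie outside the rebuilt regions.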

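The maternal to paternal ratio of the *I*-fragment was 3.98 (3.76–4.21) for 1.9 w, 4.00 (3.85–4.16) for 2.1 s and 4.32 (4.14–4.52) for 2.4 s, a log2 ratio of 2.03 ± 0.07 (SD, n = 3). The exact sign-flip permutation test over 3 transgenes gave p = 0.25, two-sided, the smallest p it can give, so this test cannot reach 0.05 with 3 transgenes. With each distinct sequence counted once, the mean ratio fell from 4.10 to 2.43. *Mini-white* had a ratio of 0.823 (0.714–0.949) for 1.9 w, 4.41 (4.16–4.68) for 2.1 s and 6.58 (6.37–6.79) for 2.4 s. The *mini-white* log2 ratio was 1.53 ± 1.59 (SD, n = 3; exact sign-flip permutation test, two-sided, p = 0.5). The level of *hsp70* small RNAs was 203 and 206 RPM in 1.9 wmat and 1.9 wpat, 272 and 235 RPM in 2.1 smat and 2.1 spat, and 381 and 254 RPM in 2.4 smat and 2.4 spat.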

In all cases, we observed small RNAs mapping to the *I*-fragment. These piRNAs were clearly transgene-specific since only the fragment of the *I*-element, which is present in the transgene, generated substantial piRNA levels compared to the other *I*-element regions (Figure 4C).

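Reads matching the *I*-fragment numbered 1523 in 1.9 wpat, 3151 in 2.1 spat and 2141 in 2.4 spat, against 5275, 13022 and 27315 after maternal transmission. Sense reads were the larger part after paternal transmission, with 75.6% in 1.9 wpat, 64.2% in 2.1 spat and 62.2% in 2.4 spat. After maternal transmission they made up 58.3%, 60.1% and 53.0%.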

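Outside the fragment, the *I*-element had 11.7 RPM (10.1–13.5) in 1.9 wmat, 11.6 RPM (10.5–12.8) in 2.1 smat and 9.20 RPM (8.41–10.0) in 2.4 smat. In 1.9 wpat, 2.1 spat and 2.4 spat, the levels were 5.36 RPM (4.37–6.51), 4.76 RPM (4.04–5.58) and 5.17 RPM (4.19–6.31).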

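Maternal progeny had 0.844 (0.801–0.889) of the *I*-fragment level of the R strain for 1.9 w, 0.578 (0.556–0.602) for 2.1 s and 0.450 (0.440–0.461) for 2.4 s. For *mini-white* the ratios were 0.445 (0.377–0.527), 0.252 (0.242–0.263) and 0.413 (0.408–0.419). Each ratio was below 1 in 3 of 3 transgenes (exact sign-flip permutation test, two-sided, p = 0.25 for both regions). These progeny received the transgene from the mother only, while the R strains are established stocks, so the copy number may differ. The part of copy number in these ratios was not tested. With up to 3 mismatches, the *I*-fragment ratio of 1.9 w was 1.09.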

After maternal inheritance, transgenic small RNA profiles resembled those of the corresponding initial R transgenic strains (Figure 3C, Figure 4B,C). The *mini-white* region downstream of the *I*-fragment produced abundant piRNAs in 2.4^s^mat and 2.1^s^mat (Figure 4B). piRNAs generated by the ping-pong mechanism were characterized by the so-called ping-pong signature, an over-representation of 10 nucleotide 5’-overlaps between sense and antisense piRNAs [1,23]. 

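*Mini-white* small RNAs amounted to 1389 RPM (1379–1399) in 2.4 smat, 189 RPM (185–194) in 2.1 smat and 20.5 RPM (18.4–22.8) in 1.9 wmat. The genomic sequence beside the 2.4 s insertion had 39.0 RPM (37.3–40.6) in 2.4 smat and 5.71 RPM (4.67–6.90) in 2.4 spat.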

In the case of maternal transmission, this ping-pong signature was clearly present for the *I*-fragment for each transgene, as well as for the *mini-white* region for 2.4^s^mat and 2.1^s^mat (Figure 4D). 

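For the *I*-fragment, the share of pairs with a 10-nt overlap was 39.9% (20.5–59.6) in 1.9 wmat, 38.7% (22.3–51.9) in 2.1 smat and 34.9% (20.7–49.3) in 2.4 smat, with z-scores against the other overlaps of 24.1, 41.5 and 34.7. For *mini-white* it was 31.3% (13.5–48.4, z 32.3) in 2.1 smat and 41.1% (19.9–59.5, z 87.5) in 2.4 smat. These shares weight each pair by the product of its read counts. Maternal minus paternal, the share differed by 29.0 percentage points on average for the *I*-fragment and by 25.0 for *mini-white*, higher in 3 of 3 transgenes each (exact sign-flip permutation test, two-sided, p = 0.25). The size of the difference rests on the weighting: with each distinct sequence counted once, it was 0.747 points for the *I*-fragment and 3.35 points for *mini-white*. Counted so, the *I*-fragment share in 2.4 s was lower after maternal (6.02%) than after paternal transmission (7.23%). The *mini-white* shares were then nearly equal in 2.1 s (6.81% and 6.67%) and in 2.4 s (5.44% and 5.42%).

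**Figure D2:**
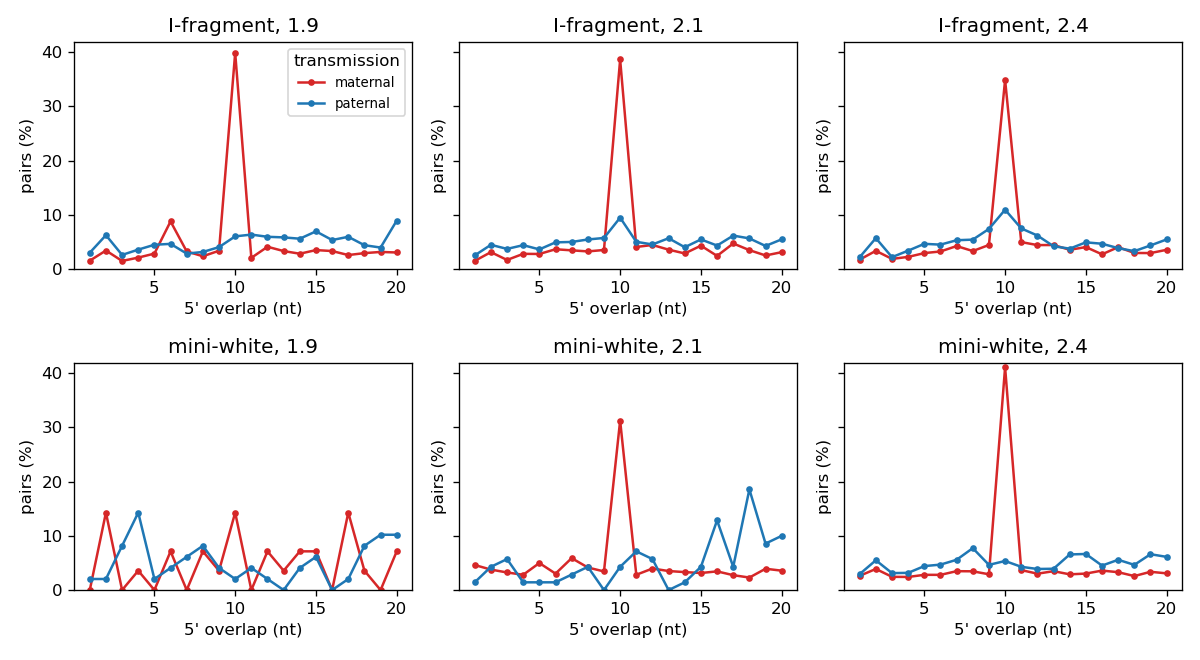
Share of sense–antisense pairs (%) by 5′ overlap (nt) for the *I*-fragment and *mini-white* after maternal and paternal transmission of 3 transgenes, each line from 1 library with pairs weighted by the product of read counts. At 10 nt, the *I*-fragment reaches 34.9% to 39.9% after maternal and 6.03% to 10.9% after paternal transmission.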

For the 1.9^w^mat transgene, *mini-white* produced only very few piRNAs and showed no ping-pong signature. 

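In 1.9 wmat, *mini-white* had 340 reads, 90.9% of them sense. They formed 28 pairs, of which 14.3% (0–44.5) overlapped by 10 nt (z 2.13), so that a signature could not be told from its absence at this depth.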

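With the transgene received from the father, the 10-nt overlap made up 6.03% (3.65–9.29) of *I*-fragment pairs in 1.9 wpat, 9.48% (5.70–15.0) in 2.1 spat and 10.9% (6.06–17.9) in 2.4 spat. The z-scores were 0.66, 5.19 and 4.31. For *mini-white* the shares were 2.04% (0–14.3) in 1.9 wpat, 4.29% (0–18.5) in 2.1 spat and 5.36% (2.73–8.53) in 2.4 spat, from 49, 70 and 2238 pairs.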

In the case of paternal transmission, there was no significant ping-pong signature, neither for the *I*-fragment, nor for the *mini-white* region. In contrast to 1.9^w^pat and 2.1^s^pat, the 2.4^s^pat transgene was able to produce piRNAs from the *mini-white* region of the transgene while being targeted by the same pool of maternal *w^K^* piRNAs (Figure 4B, Table S3). 

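In 2.4 spat, *mini-white* had 3921 reads, a level of 211 RPM (205–218). This was 4.92 times (4.63–5.24) that of 2.1 spat, with 42.9 RPM (40.7–45.2), and 8.47 times (7.70–9.33) that of 1.9 wpat, with 24.9 RPM (22.7–27.3). Counting distinct sequences moved the ratio to 2.1 spat most, to 3.18. Sense reads were 78.9% in 2.4 spat, 91.9% in 2.1 spat and 88.8% in 1.9 wpat. The paternal level of 2.1 spat and of 1.9 wpat lies above that of *w K* by more than counting error.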

*Mini-white* piRNAs lacked the ping-pong signature, but showed a strong 5′ terminal uridine (1U) bias (62%), a signature of primary piRNAs [1,44]. Thus, the entire 2.4^s^pat transgene behaved like a piRNA cluster even without substantial targeting by piRNAs inherited from the mother.

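Of the 2097 *mini-white* reads of 24–29 nt in 2.4 spat, 63.3% (61.2–65.4, Wilson 95% interval) began with U. The share was 65.0% (61.8–68.0) in 2.1 spat and 62.6% (57.5–67.4) in 1.9 wpat, and among all 24–29 nt reads of the 2.4 spat library it was 66.9%. Over distinct sequences it was 57.9% in 2.4 spat.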

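Reads of 21 nt made up 25.1% (23.8–26.5, Wilson 95% interval) of *mini-white* reads in 2.4 spat and 9.94% (9.73–10.1) in 2.4 smat, while the whole libraries held 10.5% and 11.2%. Reads of 24–29 nt made up 53.5% and 70.4%. From the *mini-white* piRNAs and their 1U bias in 2.4 spat, the paper concludes that this transgene acts as a piRNA cluster without substantial targeting by maternally inherited piRNAs.

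**Figure D3:**
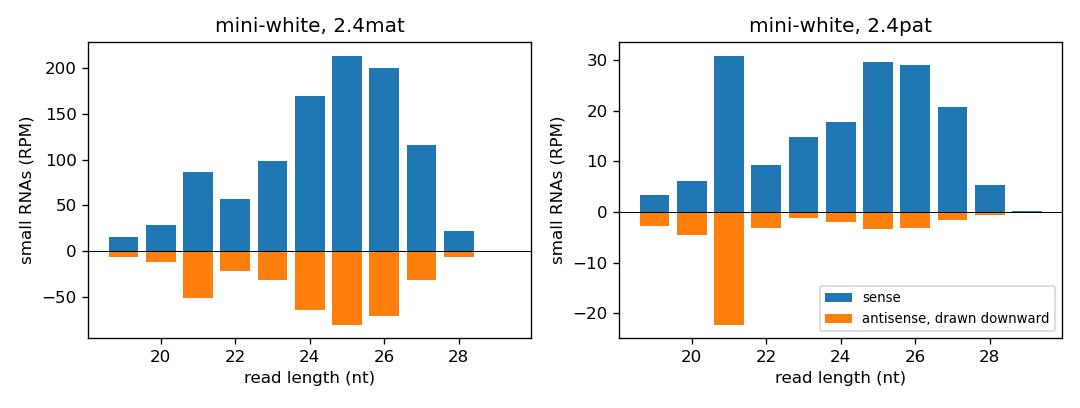
Levels of *mini-white* small RNAs (RPM) by read length (nt) in 2.4 smat and 2.4 spat, sense upward and antisense downward, from 1 library each on axes of different scale. At 21 nt the share of reads is 9.94% in 2.4 smat and 25.1% in 2.4 spat.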

Next, we performed ChIP-qPCR to compare the chromatin of paternally- and maternally-inherited transgenes using primers corresponding to the 5′P region of the transgenes (Figure 5). Surprisingly, we did not observe any significant differences, suggesting that the heterochromatin components (HP1 and H3K9me3) and piRNA cluster factor Rhi were deposited at paternally-inherited transgenes at the same levels as at maternally-transmitted transgenes. Presumably, a low level of maternal *I*-specific piRNAs transmitted from R females was sufficient to ensure H3K9me3 markers and HP1 binding for all transgenes. It is noteworthy that a ~3-fold higher level of Rhi was deposited at paternally-inherited 2.1^s^ and 2.4^s^ transgenes than at 1.9^w^. These results argued that the establishment of the piRNA-cluster heterochromatin state and production of primary piRNAs were regulated by the “all-or-nothing” rule, since the few maternally inherited piRNAs mapping to the *I*-element (<30 reads) derived from *w^K^* were sufficient for this.

We previously showed that the 1.9^w^ transgene insertion caused the transformation of the upstream flanking region into a dual-strand mixed si/piRNA cluster accompanied by an increased transcription of both genomic strands [22]. Here, we aimed to compare the transcription profile and distribution of unique small RNAs at this genomic region after maternal or paternal transmission of the 1.9^w^ transgene. For this, Global Run-On sequencing (GRO-seq) allowing the measurement of nascent RNA synthesis was performed on ovaries from F1 progeny bearing 1.9^w^mat or 1.9^w^pat. As an “empty” site, we used the same genomic region in the 3.1 strain, which did not contain the transgene in this site [22]. In both cases, we observed a similarly modest transcriptional upregulation from both genomic strands in the upstream transgene flanking region that was silent in the absence of the transgene. The initiation of convergent transcription in the transgene upstream region was accompanied by the production of small RNAs lacking the ping-pong signature, but demonstrated 5′ uridine (1U) bias (70%) typical for primary piRNAs (Figure 6). Thus, it seemed that the 1.9^w^ transgene promoted similar transcriptional changes in the flanking region independently of the levels of maternally-transmitted piRNAs targeting the transgene. Taken together, our data suggested that the primary attributes of piRNA clusters such as chromatin structure, primary piRNA production, and initiation of convergent transcription did not depend on the starting amount of piRNAs targeting the transgene. Still, acting on the established transgenic piRNA clusters, abundant maternal piRNAs stimulated piRNA production from the transgenes through ping-pong amplification.

Thus, a minimal level of maternal transgene-specific piRNAs was sufficient to mediate the paramutation of the transgenes and establish piRNA clusters. The manifestation of paramutation most likely depended on the genomic context of the *I-TG* transgene insertion sites.

### 3.4. Comparison of the Transcription Status of I-Transgene Localization Sites

Our data suggested that the insertion sites of “weak” transgenic piRNA clusters were likely to be resistant to Rhi binding and piRNA cluster formation. Despite the identical sequence composition, transgenes displayed different piRNA-producing patterns, suggesting a crucial role for the genomic context of the transgene insertion site. Presumably, some genomic regions were more susceptible to piRNA-directed paramutations (2.1^s^ and 2.4^s^ insertion sites), whereas the others were less (1.9^w^ and 3.6^w^ insertion sites). To seek the nature of the differences between transgene insertion sites, we analyzed published ovarian PolII ChIPseq [3] and GRO-seq [22] data. Other previously described *I-TG* transgenes (2.3, 2.6, 3.9, 3.10) [19] were added to the analysis. All of them could be attributed to “weak” piRNA clusters because piRNA production did not spread beyond the *I*-element fragment [19]. The transgenic system described here was based on P-element vectors, the insertions of which showed a strong correlation with replication origins frequently overlapping with promoters [45]. Indeed, insertion sites of several *I-TG* transgenes including 1.9^w^, 3.6^w^, and 2.1^s^ piRNA clusters localized within PolII peaks (Figure 7). At the same time, insertions of 2.4^s^, 2.3^w^, and 3.9^w^ transgenes did not coincide with PolII peaks, indicating no relationship between PolII enrichment and *I-TG* transgene behavior. Next, we performed the analysis of our previously published GRO-seq data obtained on ovaries with the *w^K^* genetic background, but lacking euchromatic transgene insertions [22]. GRO-seq provides more information about the transcriptional status of genomic loci since it allows assaying the levels of strand-specific nascent RNA synthesis. Specifically, we focused on the transcription at the transgene insertion sites (“empty” sites in non-transgenic *w^K^*). For “weak” transgenes (1.9^w^, 3.6^w^, 2.3^w^, 2.6^w^, 3.9^w^, 3.10^w^), we observed that the transgenes and the genomic loci were transcribed in the same direction. In the case of 2.1^s^ and 2.4^s^ transgenes, GRO-seq revealed transcription of genomic loci in the direction opposed to the transgene transcription (Figure 7). The 2.1^s^ transgene was transcribed in the opposite direction to the *CG32486* gene in which it was inserted. The region of the 2.4^s^ insertion was transcribed in both directions, which was likely favorable for the initiation of the convergent transcription of the transgene.

We speculated that convergent transcription may facilitate establishment of dual-strand piRNA clusters characterized by the transcription of both genomic strands. However, the low number of “strong” transgenic strains did not allow an unambiguous conclusion.

## 4. Discussion

An important question concerning piRNA-producing loci is how they evolved to become efficient piRNA clusters. The transgenic model of piRNA clusters is a powerful tool to study the genomic and epigenetic prerequisites of *de novo* piRNA cluster formation. Here, we addressed an essential question regarding the quantitative level of piRNAs required for triggering piRNA production from the cognate locus. Our transgenic system simulated the natural situation of genome invasion by alien transposons. The current model of piRNA cluster establishment implies binding of the Piwi-piRNA complex to complementary RNA cotranscriptionally. We showed that targeting the transgenic locus by an enhanced level of piRNAs did not transform “weak” piRNA clusters into “strong” ones and did not enhance piRNA production from “strong” piRNA clusters. A minimal level of *I*-element piRNAs, which were present in R strains, was enough to turn on piRNA-mediated heterochromatinization and piRNA cluster establishment. It seemed that the effector function of piRNAs works according to the “all-or-nothing” rule. The prompt response of the piRNA system to the expansion of piRNA targets appears to be beneficial in a population because it ensures transposon suppression at early stages of their propagation and, hence, provides evolutionary advantages. According to our model, the *de novo* formation of piRNA clusters at newly inserted active transposon copies, launched by a scarce level of cognate piRNAs, led to enhanced piRNA production and effective silencing under the conditions of the transposon reintroduction into the genome (Figure 8).

Maternal piRNAs play an essential role in the epigenetic silencing of their targets over generations. The maternally-transmitted piRNA pool deposited in the oocyte launches piRNA processing in the progeny, leading to transposon suppression in *Drosophila* [40]. Maternal inheritance of transgenic piRNAs was reported to be crucial for the paramutation of a homologous initially inactive transgene [18,46]. The latter transgenic model is based on the T1 transgene cluster bearing tandem repeats of *P-lac-w* transgenes located in the heterochromatin of a rearranged chromosome 2R [47]. The T1 locus demonstrated spontaneous conversion into a piRNA cluster able to silence homologous transgenes [18]. Maternally-transmitted transgenic piRNAs were necessary to maintain piRNA production and heterochromatin state at the T1 locus, while paternal transmission of T1 resulted in decreased levels of the H3K9me3 and Rhi at the transgene [18,48]. In contrast, the chromatin of *I-TG* transgenes was not sensitive to the direction of crosses, probably because a low level of endogenous ancestral *I*-element piRNAs transmitted with the oocyte (<30 RPM) was sufficient to activate heterochromatinization and Rhi deposition at paternal *I-TG*s. Alternatively, one may suggest that the inheritance of Rhi-, HP1-, and H3K9me3-occupancy, i.e., maintenance of the specific chromatin structure of the transgenes through generations, is independent of maternally-transmitted piRNA and is governed by a yet-unknown mechanism of genomic imprinting. The former explanation seems more believable and implies that abundant transgenic piRNAs and scarce ancestral *I*-related piRNAs inherited from the *w^K^* female have equal capacity to induce chromatin changes and piRNA production by *I-TG* transgenes in the progeny.

Thus, endogenous *I*-related piRNAs in R strains were able to induce robust transcriptional silencing mediated by HP1 and H3K9me3 assembly at *I-TG*s in all studied transgenic strains. However, only two of ten transgenes were converted into “strong” piRNA clusters judging by the spreading of piRNA production beyond the *I*-element fragment into other transgenic regions [19]. “Weak” transgenic clusters targeted by abundant homologous piRNAs were nevertheless not enhanced in terms of piRNA production and Rhi binding. These data stressed the importance of the genomic context in the piRNA cluster establishment. Despite the fact that many piRNA clusters in flies reside in the pericentromeric heterochromatin [1], euchromatic piRNA clusters associated with transposon insertions were also revealed in flies, mosquitoes, and mammals [16,17,49]. Interestingly, in *Drosophila*, only 20% of active euchromatic TEs convert into piRNA clusters [16], suggesting that many euchromatic regions are resistant to the chromatin and transcriptional changes accompanied by piRNA cluster establishment. Similar statistics (two “strong” piRNA clusters of ten analyzed) were observed for the *I-TG* transgenes [19]. Previously, we reported that insertion sites of all studied *I-TG*s were devoid of HP1, Rhi, and H3K9me3, rejecting the possibility that some transgenes were introduced in the appropriate piRNA cluster-specific chromatin environment [22]. However, even the artificial tethering of Rhi to a reporter gene did not trigger piRNA production from the target locus [50], suggesting that *de novo* piRNA cluster formation requires more than just Rhi binding.

*I-TG* piRNA clusters are related to the dual-strand clusters, which are transcribed from both genomic strands and therefore produce sense and antisense piRNAs. Establishment of *I-TG* clusters accompanied by *de novo* activation of antisense transcription results in non-canonical convergent transcription [22]. Most likely, this transcription mode leads to local conformation disorder and interferes with gene expression. We suggest that the transcription status of the insertion site is the most important factor affecting the *I-TG* transgene fate. Indeed, analysis of ovarian GRO-seq data revealed that “strong” transgenes are transcribed in the opposite direction relative to the transcription in the insertion locus. Such a transcription pattern could facilitate convergent transcription, leading to the formation of very efficient transgenic piRNA clusters.

## 5. Conclusions

piRNAs play a key role in the control of TE activity mediating their transcriptional, cotranscriptional and posttranscriptional silencing. piRNA-mediated *de novo* piRNA cluster formation is another level of defense which results in the appearance of novel piRNA source loci in the genome. In our study we discovered that the quantitative threshold of maternal piRNAs required for triggering piRNA production from the cognate locus is very low and estimated as <30 RPM. The capacity of a small pool of piRNAs to induce *de novo* formation of a robust piRNA clutser at cognate sequences is equal to the capacity of a much larger piRNA supply. The formation of *de novo* piRNA clusters appears to boost the piRNA response against genome invaders. The essential question in this field of research is what is the role of genomic context to form an active piRNA cluster. Our data hint that the transcription status of the targeted locus could be an important factor affecting the establishment of the piRNA cluster in the locus. Further whole-genome analysis is needed to address this essential question. 

## Figures and Tables

**Figure 1:**
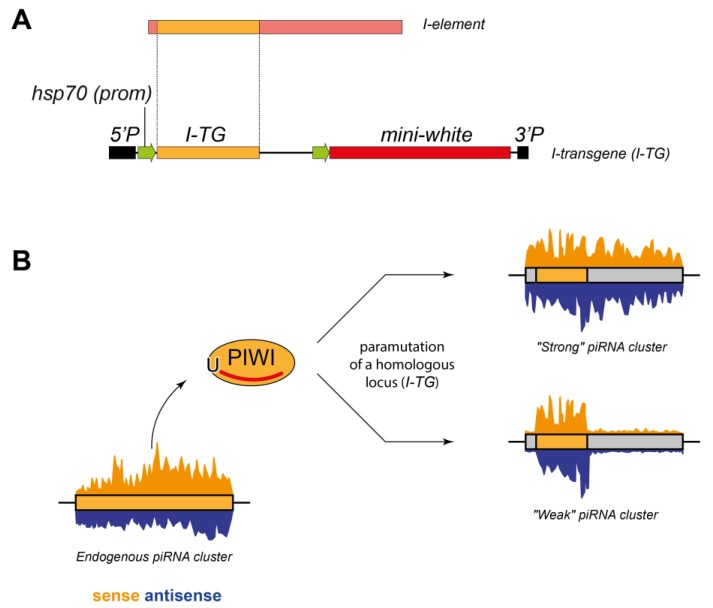
An experimental system of the transgenes containing the *I*-element fragment. (**A**) Scheme of the *I-TG* transgene containing 5′ and 3′ P-element arms, two *hsp70* promoters (green arrows), *mini-white*, and *I*-element fragment. (**B**) Two scenarios of the paramutation of the *I-TG* transgenes leading or not to the formation of a piRNA cluster in the germline of the *Drosophila* ovary. To mark the difference between the epigenetically distinct parts of the transgenes, the fragment of an endogenous piRNA cluster (i.e., *I-*element fragment) is colored yellow, whereas the rest of the transgene in grey.

**Figure 2:**
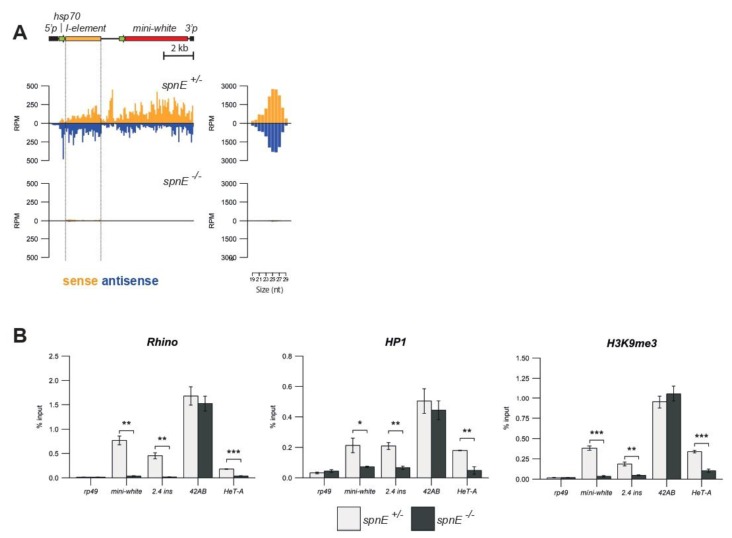
piRNA pathway disruption caused the loss of the heterochromatic state and piRNA production at transgenic piRNA clusters. (**A**) Normalized numbers of ovarian small RNAs (19-29 nt) mapped to transgenic constructs in hetero- and transheterozygous *spnE* mutants (brown—sense; blue—antisense; no mismatches allowed). The scheme of the *I-TG* transgene is shown above. The length distribution of transgenic small RNAs is shown to the right. (**B**) HP1, H3K9me3, and Rhi occupancy was estimated by ChIP-qPCR using primers corresponding to the indicated unique transgenic regions (* *p* < 0.05 to 0.01, ** *p* < 0.01 to 0.001, *** *p* < 0.001, *t*-test). Chromatin analysis of a unique region of the *42AB* pericentromeric piRNA cluster and telomeric *HeT-A* retroelements was performed for comparison. The *rp49* gene was used as a negative control. RPM, Reads Per Million.

**Figure 3:**
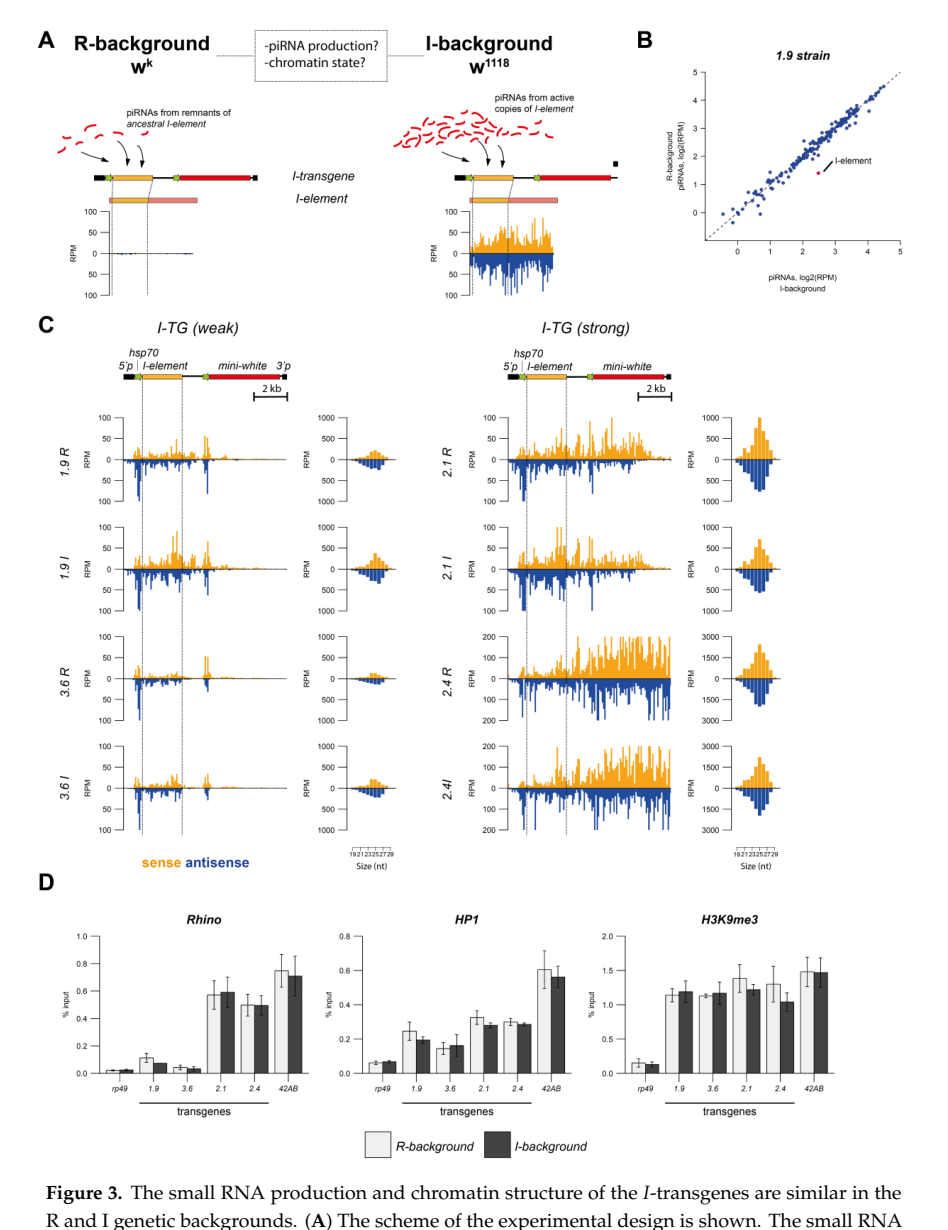
The small RNA production and chromatin structure of the *I*-transgenes are similar in the R and I genetic backgrounds. (**A**) The scheme of the experimental design is shown. The small RNA distribution along the canonical *I*-element in *w^K^* (Reactive (R) strain) and balanced *w^1118^; CyRoi/+;TM3, Sb Ser/+* (Inducer (I) strain, designated as *w^1118^*) is shown below the scheme. (**B**) The scatter plot shows normalized Transposable Element (TE)-specific piRNAs (24–29 nt reads considered, 0-3 mismatches allowed) in ovaries of 1.9^w^R and 1.9^w^I strains. (**C**) Normalized numbers of ovarian small RNAs (19–29 nt) mapped to the indicated transgenic constructs placed in R or I genetic backgrounds (brown—sense; blue—antisense; no mismatches allowed). The scheme of the *I-TG* transgene is shown above. (**D**) HP1, H3K9me3, and Rhi occupancy at the *I-TG* transgenes in R and I genetic backgrounds. The *rp49* and *42AB* regions are used as negative and positive controls, respectively.

**Figure 4:**
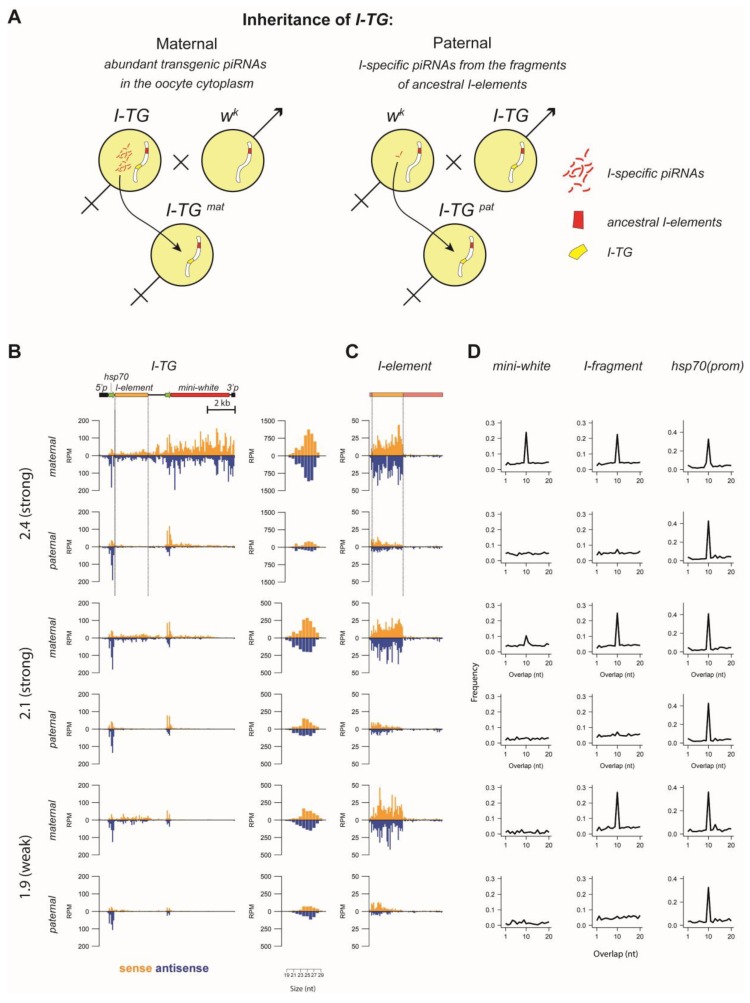
Small RNA production and chromatin structure of maternally- and paternally-inherited *I-TG* transgenes. (**A**) The scheme of the experimental design is shown. (**B**) Normalized numbers (RPM) of ovarian small RNAs (19–29 nt) mapped to the indicated transgenic constructs inherited maternally or paternally (brown—sense; blue—antisense; no mismatches allowed). The scheme of the *I-TG* transgene is shown above. The length distribution of transgenic small RNAs is shown to the right. (**C**) Small RNA distribution along the canonical *I*-element in the R strains after maternal/paternal transgene inheritance. (**D**) Ping-pong signature: the relative frequencies of 5′-overlap length (one to 20 nucleotides) between sense and antisense 24–29-nt piRNAs for the transgenic *I*-fragment, the *mini-white* region, and the *hsp70* promoter are shown.

**Figure 5:**
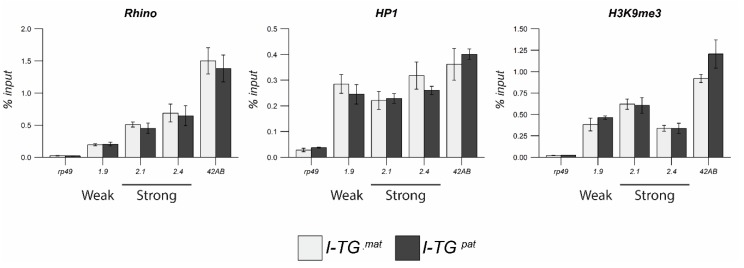
Chromatin structure of maternally- and paternally-inherited *I-TG* transgenes. HP1, H3K9me3, and Rhi occupancy at maternally- and paternally-inherited *I-TG* transgenes. The *rp49* and *42AB* regions are used as negative and positive controls, respectively.

**Figure 6:**
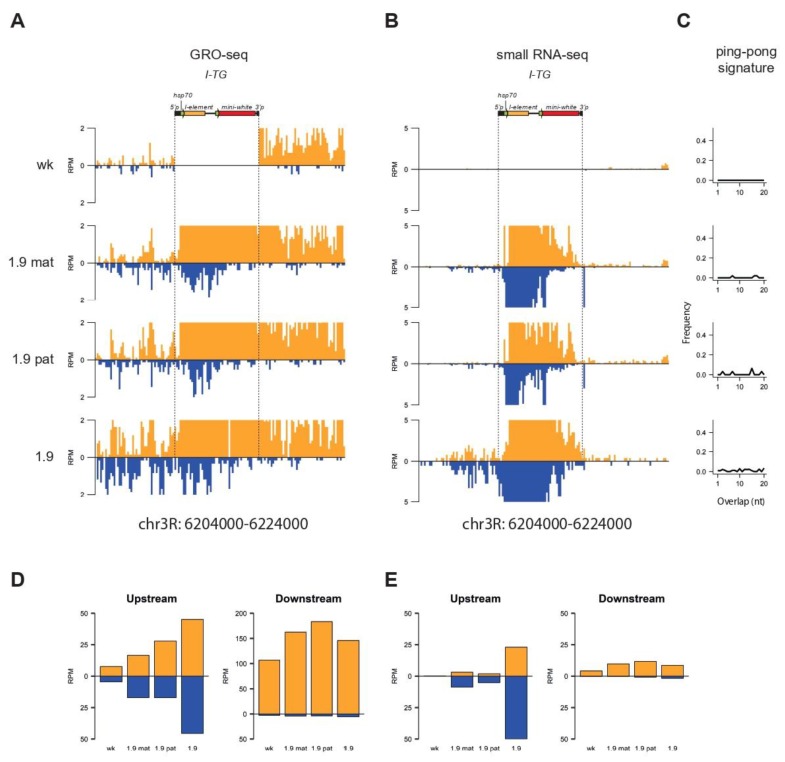
Analysis of Global Run-On sequencing (GRO-seq) performed on ovaries of R strains after maternal or paternal inheritance of the 1.9 *I-TG* transgene. (**A**) Normalized GRO-seq reads mapping to the 1.9^w^ transgene insertion region (± 10 kb) in 1.9^w^mat, 1.9^w^pat, 1.9^w^, and 3.1 (designated as *w^K^*) strains (brown—sense; blue—antisense, no mismatches allowed). The 3.1 strain contained the *I-TG* transgene in subtelomeric region and was used here as a control for the 1.9^w^ transgenic strain. Genome coordinates are given according to the Drosophila R5 release. (**B**) Small RNA-seq reads (19–29 nt, brown—sense; blue—antisense) mapping at the same region and in the same strains as in (**A**). (**C**) Ping-pong signature: Relative frequencies of 5′-overlap length (one to 20 nucleotides) between sense and antisense 24–29-nt small RNAs mapping to the upstream region (10 kb) of the 1.9^w^ transgene insertion sites in the same strains as in (**A**). (**D**) Normalized counts of GRO-seq reads mapping to the upstream and downstream regions of the 1.9^w^ transgene insertion site (± 10 kb). (**E**) Counts of small RNA-seq reads (19–29 nt) mapping to the upstream and downstream regions of the 1.9^w^ transgene insertion site (± 10 kb).

**Figure 7:**
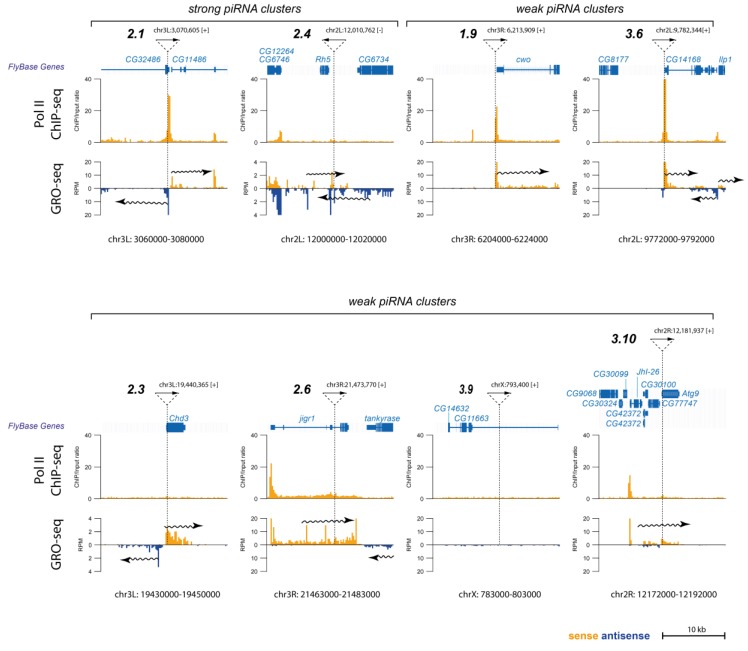
Transcriptional status of *I-TG* transgene insertion loci before insertion of the transgenes. PolII ChIP-seq data are shown as a ChIP/input ratio. GRO-seq reads mapping to the genomic loci of *I-TG* transgene insertions are shown in RPM. The pictures were generated using the UCSC Genome Browser. Dotted lines indicate the insertion sites of the *I-TG*s. Plain arrows indicate the genomic orientation of transgenes; wavy arrows show the direction of transcription in a locus.

**Figure 8:**
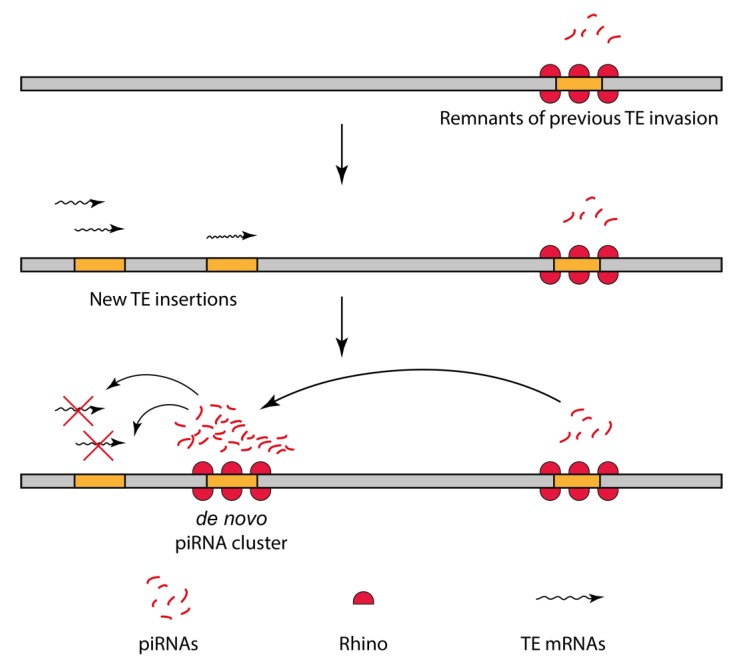
A model of *de novo* piRNA cluster formation. A low amount of endogenous piRNAs can cause *de novo* formation of a robust piRNA cluster at the cognate sequences, thus boosting the RNAi response against genome invaders.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/4/922/s1: Figure S1: (Related to Figure 3) The levels of *I*-specific piRNAs in the transgenic strains. The scatter plots show normalized TE-specific piRNAs (24–29 nt reads were considered, 0 or 0–3 mismatches allowed) in the ovaries of the indicated transgenic strains at the R and I background. Table S1: Genomic coordinates and orientation of *I-TG* transgene insertions. Table S2: A test of the inducer phenotype of transgenic strains at the I background. Table S3: Transgenic small RNA content at different genetic backgrounds (0 mismatches). Table S4: Transgenic small RNA content at different genetic backgrounds (1-3 mismatches). Table S5: Primers used in the study (5’ to 3’).

How the deposited data were processed for this re-analysis (not part of the article)

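Small RNAs of 19–29 nt from ovaries were analysed in 18 libraries: 4 transgenic strains in the R background, the same 4 transgenes in the I background, progeny of reciprocal crosses with 3 of the transgenes, *w K*, the balancer I strain, and 2.4 s ovaries heterozygous and homozygous for *spnE*. The authors removed adapters and collapsed identical reads. Each file lists distinct sequences with raw read counts, without normalization or mapping. The files were checked for read lengths, which all lie between 19 and 29 nt. GRO-seq and ChIP data were not used here.

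No genome sequence was used here. The regions were rebuilt from reads by extending seeds with overlapping k-mers of 25, 22 and 19 nt, keeping 60 paths and 19-mers with at least 2 reads. Seeds and anchors were read from the libraries and recognised by their coding frame. A branch was followed when it held at least 0.2 of the reads, a share set after contigs built with 0.1, 0.2 and 0.3 had been compared. The *I*-fragment came to 2351 nt with the linker, against a length of 2318 nt from the paper's coordinates. Counting reads that match the fragment with or without the linker was a choice made after the linker was seen, and ping-pong pairs of the *I*-fragment were counted on the form without it. The sequence upstream of the *hsp70* start reached 417 nt, so the longer *hsp70* region, planned with 500 nt upstream, is shorter than planned. The diverged *hsp70* form of transgenic libraries was assembled to 571 nt upstream of the start and counted over 280 nt. *Mini-white* was read from exon 2 on.

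A read was counted for a region when it matched without mismatch on either strand. Levels are RPM over all 19–29 nt reads of a library. Intervals at the 95% level are exact Poisson for levels, exact conditional for ratios of counts and Wilson for shares. A count of 0 allows up to 3 counts. Ping-pong shares used 24–29 nt reads and overlaps of 1–20 nt, with intervals from 1000 resamples of distinct sequences. Ratios between backgrounds (4 transgenes) and between crosses (3 transgenes) were tested by exact sign-flip permutation of log2 ratios, two-sided. With 4 and 3 transgenes, this sign-flip test can give no p below 0.13 and 0.25.

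A comparison of TE families by a model of counts had been planned. Without an annotation it was replaced by limma on log2(RPM + 1) of distinct 24–29 nt sequences with at least 10 reads in each of 4 libraries (backgrounds) or 3 libraries (crosses), with the transgene as a block. These sequences hold 19.6% of the reads of the R and I strains and 29.9% of those of the crosses. The planned rule for naming TE families (those the paper names, and up to 5 with the largest change in the same direction in every transgene) had no families to apply to, so no TE is named from this test. The transgene pairs the libraries: deviations from the group means correlated within a transgene with r of 0.292 to 0.342 between backgrounds and 0.610 to 0.843 between crosses. On simulated counts with 200 changed sequences, the fit recovered 184 for the backgrounds, with 10 false calls, and 151 for the crosses, with 9 false calls. The simulated changes were all large, the dispersion was fixed and the transgenes did not differ, unlike in the data. These numbers thus check the fit and do not give its error rate on the data.

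Alternatives fixed before the data were examined were 24–29 nt reads, distinct sequences counted once, up to 1 or up to 3 mismatches, antisense reads, exons of *mini-white*, subtraction of libraries without a transgene, other *hsp70* regions, other weights and lengths for ping-pong pairs, the fit with 19–29 nt or without the block, and each transgene left out. Added after the data were seen were a denominator without the most abundant 19-nt sequence, maternal progeny in place of the R strains, and a pseudocount of 5 RPM. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.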

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

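All tests in this part were chosen only after the results were seen.

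*I*-element small RNAs outside the fragment reached 532 RPM (518–546) in *spnE* heterozygotes with the 2.4 s transgene, a signal that the paper's main text does not describe; its Table S3 was not available here. The level was 4.82 RPM in *w K* and 8.85 RPM in 2.4 sR, a ratio to 2.4 sR of 60.2 (48.2–76.1), while the *I*-fragment was 2.73 times (2.67–2.79) as abundant as in 2.4 sR. In *spnE* homozygotes the level outside the fragment was 42.5 RPM (39.0–46.3). A swap with a library of another transgene would leave out the sequence beside the 2.4 s insertion, but 24 reads hold it. Other 2.4 s libraries hold it too (27 reads in 2.4 sR, 18 in 2.4 sI and 28 in 2.4 smat), so a mislabelled sample with the same transgene stays open. It was not read in 2.4 spat or in *spnE* homozygotes. Reads from another library of the series could not give this level at any share, since it is 1.29 times that of the balancer I strain, the highest among the libraries of other genotypes. Reads that cross the 3′ end of the fragment into the *I*-element numbered 23, against 0 in 2.4 sR. They lie at the edge of the same region, so they largely restate its high level and cannot decide its source. A candidate explanation is that *I*-elements like those of the I strains were present in the stocks with the *spnE* mutations, which stays a hypothesis from 1 library per genotype. Reads from a library outside the series were not tested.

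*Mini-white* small RNAs moved in opposite directions between the crosses: the maternal to paternal ratio was 0.823 for the “weak” transgene 1.9 w, against 4.41 and 6.58 for the “strong” transgenes 2.1 s and 2.4 s. The difference between “weak” and “strong” transgenes was not tested, since only 1 “weak” transgene was crossed. Library depth or composition that differs between the 1.9 w crosses would also hold the *I*-fragment back, but its ratio in the same libraries was 3.98. Variation between libraries of the same cross was not measured and stays open. A difference between the transgenes themselves, which the design names as “weak” and “strong”, stays open as untested.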

How the results depend on the processing

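The denominator without the most abundant 19-nt sequence, the pseudocount of 5 RPM and the maternal progeny in place of the R strains were chosen after seeing the data; the other alternatives were fixed before the data were examined. With 3 or 4 transgenes, no exact sign-flip test can pass 0.05, so alternatives for ratios are counted here by the direction of the mean, and changes in size were not tested.

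For the 21 results that answer a comparison, 103 alternatives kept the direction of the mean or, for values without a test, stayed within the error or within 1.5 times a count, 38 moved the value and 1 reversed it. For levels in single libraries, 197 alternatives moved the value beyond its counting interval and 61 did not. The ratio that reversed is *mini-white* between I and R backgrounds, 1.03 without 2.1 s against 0.905; without another transgene it lay as low as 0.759. The cause was not tested.

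The mean I to R ratio outside the fragment stayed between 5.51 and 12.9, and that of the *I*-fragment between 1.26 and 1.53. The mean maternal to paternal ratio of the *I*-fragment stayed between 2.43 and 5.47. For *mini-white*, the mean maternal to paternal ratio lay between 1.91 and 5.39, the latter without 1.9 w; without 2.4 s it was 1.91, so leaving out either transgene moves it by more than 1.5 times. The mean ratio of maternal progeny to R strains lay between 0.510 and 0.745 for the *I*-fragment and between 0.318 and 0.429 for *mini-white*; with up to 3 mismatches the *I*-fragment ratio of 1.9 w alone was 1.09. The mean maternal minus paternal share of ping-pong pairs stayed above 0, but neither its size nor the direction in each transgene held: for the *I*-fragment it went from 29.0 percentage points to 3.63 with pairs weighted by the smaller count and 0.747 with distinct sequences, and for *mini-white* from 25.0 to 5.38 and 3.35. With distinct sequences the *I*-fragment share of 2.4 s was 6.02% after maternal and 7.23% after paternal transmission. The *mini-white* mean then rests on 1.9 w (12.0% and 2.13%), which has 28 pairs by read counts in 1.9 wmat, since the shares in 2.1 s (6.81% and 6.67%) and 2.4 s (5.44% and 5.42%) were nearly equal.

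With 24–29 nt reads, the balancer I strain had 1239 RPM of the *I*-fragment and 88.1 times the level of *w K*, and *hsp70* in *w K* had 243 RPM. The homozygous to heterozygous ratio in *spnE* became 0.0222 for *mini-white* and 0.0697 for the *I*-fragment, and 2.4 spat had 3.58 times the *mini-white* level of 2.1 spat and 7.42 times that of 1.9 wpat.

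With distinct sequences, scaled to the distinct sequences of the library, the *I*-fragment came to 59.2 in *w K* and 1193 in the balancer I strain, a ratio of 20.2, *hsp70* in *w K* to 254, and the R strain mothers to 23.7 times *w K*. The *spnE* ratios became 0.0813 and 0.233, the 2.4 spat ratios 3.18 and 7.67, and the 1U share of *mini-white* in 2.4 spat 57.9%.

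With up to 1 mismatch, the *I*-fragment had 34.6 RPM in *w K* and 1129 RPM in the balancer I strain, 32.6-fold, and the mothers 24.6 times *w K*. Up to 3 mismatches gave 103.9 RPM, 1378 RPM, 13.3-fold and 9.54 times, and an *I*-fragment ratio in *spnE* of 0.0598. Antisense reads gave 7.20 RPM, 460.4 RPM and a *spnE* ratio of 0.0563.

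Exons of *mini-white* gave a *spnE* ratio of 0.0193. Subtracting the libraries without a transgene gave 5.27 and 9.69 for 2.4 spat over 2.1 spat and 1.9 wpat. *hsp70* in *w K* had 277 RPM over the longer region and 99.97 RPM upstream of the start, by construction from more and less sequence. For the others the cause was not tested.

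Between backgrounds, limma called 2348 sequences. Leaving out a transgene gave 1172 to 2096 calls, the lowest without 2.1 s and 1516 without 2.4 s. These fits have fewer libraries than the full one but equally many among themselves, so the range also depends on which transgene was left out. Other alternatives gave 1624 to 2356. Between crosses, 7140 were called, 242 with no replicate block and 3891 with a pseudocount of 5 RPM; leaving out a transgene gave 6247 to 9397, and 19–29 nt reads 8334. The cause of the change in number was not tested.

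Denominators of genome-matched or miRNA reads, reads matching the genome once, the flanks of the insertions with their alternatives, and the settings for TE families (other normalizations, no filter, reads of several families) were not run, since they need a genome sequence or annotation. Depth limits the ping-pong share of *mini-white* in the “weak” transgenes, with 2 pairs in 3.6 wI, 6 in 1.9 wR and 11 in 3.6 wR.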

Differences from the paper's values

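No tests were run in this part. Settings chosen only after the values were seen are named as such.

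The paper's level of *I*-fragment piRNAs in *w K* is 28 RPM, and the value here is 13.1 RPM. Of the alternatives fixed before the data were examined, up to 1 mismatch (34.6 RPM) lies within 1.5 times of the paper's value. The paper states its level without mismatch, so this setting does not account for the difference. The settings 24–29 nt reads, distinct sequences, up to 3 mismatches and antisense reads do not come within 1.5 times.

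In the balancer I strain, the paper's level is about 2000 RPM and the value here 911 RPM. Up to 3 mismatches (1378 RPM) comes within 1.5 times, but lowers the ratio to *w K* to 13.3, against the paper's 70. The settings 24–29 nt reads, distinct sequences, up to 1 mismatch and antisense reads do not come within 1.5 times. The paper's ratio between both strains, 70-fold, lies within the interval of the ratio here, 69.7.

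For *hsp70* in *w K*, the paper's level is about 400 RPM and the value here 215 RPM. The longer region (277 RPM) comes within 1.5 times, and 24–29 nt reads, distinct sequences and the part upstream of the start do not. The *I*-fragment levels of *w K* and the balancer I strain were also below the paper's, while their ratio was not. A longer *hsp70* region alone therefore does not account for the lower levels. Denominators of genome-matched reads were not run, so a shared cause stays open.

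The paper's ratio of *I*-element reads outside the fragment between backgrounds is about 20, and the value here 8.17. None of the alternatives fixed before the data were examined comes within 1.5 times: 24–29 nt reads, distinct sequences and antisense reads gave 8.53, 5.51 and 12.9. Only the 938 nt directly 3′ of the fragment were counted here. The part of the *I*-element 5′ of the fragment and any sequence farther 3′ were not analysed. The value here may thus cover only a part of the sequence that the paper counted.

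For *mini-white* in 2.1 smat, the share of pairs with a 10-nt overlap is about 10% in Fig. 4D, read by eye, and 31.3% here. Distinct sequences (6.81%) and pairs weighted by the smaller count (8.98%) come within 1.5 times, and 23–29 nt reads (32.0%) do not. Other shares read by eye were also higher here, within the resampling interval. The *I*-fragment had 39.9%, 38.7% and 34.9% in 1.9 wmat, 2.1 smat and 2.4 smat, against 27%, 25% and 22%. *Mini-white* in 2.4 smat had 41.1%, against 24%. For these shares, distinct sequences gave 5.44% to 9.37% and the smaller count 7.92% to 11.2%. Both lie below the figure, so neither weighting accounts for all of its shares.

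The paper's 30-fold for the piRNAs of the mothers differs from 55.1 here by less than the SD of 28.0 over the 3 strains. This SD is a spread between strains, with 28.9 in 1.9 wR, 51.9 in 2.1 sR and 84.6 in 2.4 sR, and not an error of the mean. Of the alternatives fixed before the data were examined, only 24–29 nt reads (82.8) lay farther from the paper's value than this SD. Maternal progeny in place of the R strains, a setting chosen after seeing the values, gave 30.8.

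The paper states that the *I*-fragment level is not affected by the I background; here it was higher in 4 of 4 transgenes, with a mean ratio of 1.44, for which the exact sign-flip test over 4 transgenes cannot reach 0.05. It states that no significant ping-pong signature was found after paternal transmission; on the *I*-fragment, the z-scores here were 0.66 in 1.9 wpat, 5.19 in 2.1 spat and 4.31 in 2.4 spat. With distinct sequences, the *I*-fragment shares were 6.25%, 6.53% and 7.23%, against 9.37%, 6.86% and 6.02% after maternal transmission. For *mini-white*, the z-scores of the 3 paternal libraries were at most 0.28. It contrasts 2.4 spat with the other paternal progeny as able to produce *mini-white* piRNAs; here 2.1 spat and 1.9 wpat had 42.9 and 24.9 RPM, against 0.0964 RPM in *w K*. It states that other TEs were unaffected by the background; single sequences outside the rebuilt regions differed in both directions (894 higher, 1448 lower), which is not a comparison by TE.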

Other observations

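The counts over other splits of the libraries and the tests of library composition and of linker reads were chosen only after the results were seen. The tests of strain origin were set once the numbers of changed sequences were known, before their own values were.

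Of 30234 distinct 24–29 nt sequences outside the rebuilt regions, 894 were higher and 1448 lower in the I background. With the block, 1 of the 8 splits that part every pair of libraries, the real one, gave as many calls, and 8 splits are too few to exclude chance. Without the block, which called 1624 sequences, 1 of 35 splits, the real one, gave as many, but most of these splits keep some pairs together and set aside the pairing by transgene. A shift of all sequences alike would send nearly all calls the same way, but 61.8% were lower and the rest higher. Differences between the balancer I strain and *w K*, carried into the I strains, are a candidate explanation: in these libraries, which were not part of the fit, 81.8% of the sequences called higher were higher in the balancer I strain, 29.1 percentage points more than among sequences not called (52.6%), and 11.9% of those called lower. The effect of functional *I*-elements cannot be separated from that of the rest of the strain in this design.

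Between crosses, 3207 sequences outside the rebuilt regions were higher and 3906 lower after maternal transmission. With the block, 1 of the 4 splits that part every pair, the real one, gave as many calls, and without it 1 of 10, both too few to exclude chance. Since 242 sequences were called with no replicate block and 7140 with it, the number rests on the pairing by transgene. Small RNAs of the mother's strain may account for part of the calls: of the sequences called higher, 94.9% had a higher mean level in the 3 R strains than in *w K*, 52.7 percentage points more than among sequences not called (42.2%), and of those called lower 5.4%. The R strains and *w K* were not part of the fit.

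Reads across the linker at position 1420 of the *I*-fragment were found in the R libraries of 2.1 s (40 reads) and 2.4 s (144 reads), with 0 reads of the join without it. In 1.9 wR and 3.6 wR, reads across the linker numbered 0, and reads of the join without it 14 and 22. In the progeny of the crosses, linker reads numbered 214 and 427 in 2.1 smat and 2.4 smat and 0 in 1.9 wmat, where 37 reads lacked it. Reads of the join without the linker numbered 0 in 2.1 smat and 2.1 spat, 3 in 2.4 smat and 1 in 2.4 spat. The paper speaks of identical sequence composition of the transgenes. Apart from 1 linker read in 1.9 wI and 1 in the balancer I strain, the linker was thus seen with both “strong” and with neither “weak” transgene, a split that 4 transgenes give by chance with p = 0.333 (Fisher's exact test, two-sided, the smallest p that this test can give with 4 transgenes). The join without the linker had 2.66 RPM in 1.9 wR and 2.27 RPM in 3.6 wR, against 0.0321 RPM (1 read) in *w K*. These values do not tell whether the reads come from the transgenes themselves or from ancestral *I*-elements whose small RNAs rise with these transgenes, and no biological explanation was tested.

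The linker marks reads of the transgene in 2.1 s and 2.4 s. In the I background, linker reads of 2.4 s were 0.834 times (0.643–1.08) as frequent as in the R background, from 106 and 144 reads, whereas its *I*-fragment reads were 1.21 times (1.18–1.25) as frequent. For 2.1 s, linker reads were 1.07 times (0.713–1.64) as frequent, from 64 and 40 reads, an interval that includes its *I*-fragment ratio of 1.40. Reads of the join without the linker rose from 0 to 15 in 2.1 s and from 0 to 21 in 2.4 s. For 2.4 s, linker reads went from 16.1 to 13.4 RPM and reads without the linker from 0 to 2.66 RPM, so both together did not rise at this position. At the linker, transgene reads of 2.4 s thus did not rise beyond counting error. The rise over the whole fragment is not seen there, so its source is not decided by these reads. For 2.1 s, counts are too few to say whether transgene reads rose. The same cannot be asked of 1.9 w and 3.6 w, which show no linker reads.

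Bases beside the P-element end differed between transgenes. In 2.4 sR they were GGCCAGAC (61 reads), GTGTGTGG (34 reads) and CTATGTGG (27 reads). The bases GGCCAGAC also occur in *mini-white* on the opposite strand. In 1.9 wR they were CGGCACAC (5 reads) and its reverse complement GTGTGCCG (4 reads), which also occur in the diverged *hsp70* form. Matches this short can arise by chance and do not show that the reads come from *mini-white* or *hsp70*. In 2.1 sI, TCCCACAC was read 2 times and its reverse complement GTGTGGGA 1 time.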
